# Oncogenic and Tumor Suppressor Functions for Lymphoid Enhancer Factor 1 in *E2a^-/-^* T Acute Lymphoblastic Leukemia

**DOI:** 10.3389/fimmu.2022.845488

**Published:** 2022-03-18

**Authors:** Tiffany Carr, Stephanie McGregor, Sheila Dias, Mihalis Verykokakis, Michelle M. Le Beau, Hai-Hui Xue, Mikael Sigvardsson, Elizabeth T. Bartom, Barbara L. Kee

**Keywords:** E2a, Lef1, leukemia, thymus, lymphocyte

## Abstract

T lymphocyte acute lymphoblastic leukemia (T-ALL) is a heterogeneous disease affecting T cells at multiple stages of their development and is characterized by frequent genomic alterations. The transcription factor LEF1 is inactivated through mutation in a subset of T-ALL cases but elevated LEF1 expression and activating mutations have also been identified in this disease. Here we show, in a murine model of T-ALL arising due to *E2a* inactivation, that the developmental timing of *Lef1* mutation impacts its ability to function as a cooperative tumor suppressor or oncogene. T cell transformation in the presence of LEF1 allows leukemic cells to become addicted to its presence. In contrast, deletion prior to transformation both accelerates leukemogenesis and results in leukemic cells with altered expression of genes controlling receptor-signaling pathways. Our data demonstrate that the developmental timing of *Lef1* mutations impact its apparent oncogenic or tumor suppressive characteristics and demonstrate the utility of mouse models for understanding the cooperation and consequence of mutational order in leukemogenesis.

## Introduction

T acute lymphoblastic leukemia (T-ALL) is an aggressive malignancy that accounts for approximately 10-15% of pediatric and 25% of adult leukemia (1). This disease arises in thymocytes leading to an enlarged thymus and respiratory distress; however, leukemic cells can disseminate through the blood and infiltrate tissues. Treatment involves intensive chemotherapy but 25% of pediatric cases and nearly 50% of adult cases show therapy resistance or relapse within 5 years (1). T-ALL is a consequence of transformation of cells at multiple stages of T cell differentiation (2, 3) and distinct subsets of T-ALL can be identified by their unique gene expression signatures, genetic alterations, and response to therapy (1, 4, 5). Recent analysis further highlights that clonal evolution and progressive mutation contribute to disease evolution but much remains to be learned about the consequences of individual mutations and mutational order on transformation (6). Understanding the molecular pathogenesis of T-ALL is crucial for the improved development of prognostic markers and tailored therapeutic approaches.

The most broadly occurring mutations in T-ALL affect the Notch signaling pathway. Mutations in the *NOTCH1* gene occur in > 60% of cases (7). Mutations occur within the heterodimerization domain, resulting in ligand independent activation, and the intracellular PEST domain, resulting in stabilization of the transcriptionally active form (intracellular Notch1/ICN). In another 15% of T-ALL, mutations occur in *FBXW7*, which encodes an ubiquitin ligase involved in the PEST-domain dependent degradation of ICN (8–10). Further, epigenetic alterations affecting the *Notch1* gene impact the site of transcription initiation and splicing and result in ligand independent activation (11–13). Consistent with the oncogenic role of Notch1, ectopic expression of constitutively active forms of Notch1 in mouse T cell progenitors leads to their transformation (14).

Activation of the *TAL1* and *LYL1* genes is also associated with subsets of T-ALL (4). Tal1 and Lyl1 are basic helix-loop-helix proteins that bind DNA in association with the E protein transcription factors (15), which are critical for T cell development (16). While Tal1:E protein and Lyl1:E protein dimers have targets implicated in T-ALL (17–21), their ability to inhibit E protein homodimer formation is sufficient to promote T cell transformation as revealed by the development of T-ALL like disease in *E2a^-/-^* mice and in mice ectopically expressing inhibitors of E protein DNA binding (22–25). *E2a^-/-^* leukemias are characterized by recurrent mutations in the *Notch1* PEST domain and altered *Notch1* splicing and transcription initiation leading to ligand independence (11, 26).

A critical target of Notch1 in many cases of T-ALL is c-*myc* (27–29). However, in *E2a^-/-^* leukemias Notch1 signaling is essential but it regulates expression of *Lef1*, encoding a TCF1-related transcription factor that is an effector of the Wnt signaling pathway (26, 30, 31). LEF1 appears essential for the survival of *E2a^-/-^* leukemias since siRNA-mediated knockdown of *Lef1* causes cell cycle arrest and the death of leukemias *in vitro* (30). Other murine models of T-ALL, including those arising in *Tcf7^-/-^* and *Ikzf1^-/-^* mice also show increased expression of *Lef1 (* 32, 33). Recently, a study of childhood ALL, including 28 patients with T-ALL, revealed a positive prognostic value to high *LEF1* expression and a second study confirmed this for specific LEF1 isoforms (34, 35). However, in a study of adult T-ALL, 25% of patients had elevated expression of LEF1 that was associated with a poor prognosis (36). In 4 patients, mutations in *LEF1* (K86E and P106L) were found to augment the transcriptional capacity of LEF1. In contrast to these findings of increased LEF1 expression or function, a subset of human T-ALL (18-27%) have inactivating mutations within the *LEF1* gene (5, 37). These observations suggest that LEF1 can function as both a pro- and anti-leukemia factor but a molecular understanding of the basis for these distinct functions is currently unknown.

To gain insight into the role of LEF1 in T-ALL we investigated its requirement in the generation of *E2a^-/-^* T cell leukemias. We demonstrate that *E2a^-/-^* leukemias that arose in mice sufficient for LEF1 became dependent on this transcription factor for their survival. However, deletion of *Lef1* prior to T cell transformation resulted in significant alterations in T cell development and a reduced latency to leukemic morbidity. Leukemic cells arising in the latter context resembled *E2a^-/-^* leukemias in that they had mutations in Notch1 and dependence on the Notch signaling pathway as well as frequent trisomy of chromosome 15, and hence increased c-*myc* expression. However, they differed from *E2a^-/-^* leukemias in that they had a CD4^lo^CD8^lo^ phenotype with increased peripheral cell numbers at the time of sacrifice. Cell lines generated from these leukemias reveal differences in expression of multiple genes associated with monocarboxylic transport and hedgehog signaling that could also impact T cell receptor signaling. Our study describes novel models for studying LEF1 function in T-ALL and indicate that LEF1 is a modulator of leukemic transformation providing both addictive and inhibitory functions depending on its availability during transformation.

## Methods and Materials

### Mice

Mice were backcrossed onto an FvB/NJ background for at least 8 generations. All experiments were performed in compliance with the University of Chicago Institutional Animal Care and Use Committee. *E2a^-/-^*, *Lef1^f/f^*, and Lck-Cre mice and genotyping protocols were described previously (38). FvBn/J mice and Lck-Cre mice were purchased from the Jackson Laboratory.

### Flow Cytometry

Thymocytes or splenocytes were dissected and dispersed using frosted glass slides followed by filtration through a 100 mM cell strainer. Cells were stained at a concentration of 2 x 10^7^ cells/ml in FACS buffer (PBS + 5% FCS +.02% azide) after incubation with FcBlock. Intracellular staining was performed using the FoxP3/Transcription Factor Staining Kit. Antibodies were purchased from BioLegend, eBiosciences or Fischer Scientific and specific antibody clones and fluorochromes are available upon request. Antibodies used: Lef1, CD4, CD8, CD117, CD25, CD44, TCRb, CD11b, CD11c, DX5, B220, Gr1. Data was acquired on an LSRII or Fortessa and analyzed using FlowJo (TreeStar).

### Cell Lines

Leukemia cell lines were generated by culturing thymic cells from moribund mice in OPTI-MEM media containing 10% FCS, 2-mercaptoethanol and Pen/Strep/Glu for greater than 2 weeks. All established lines were frozen in 5% DMSO/50%FCS in liquid nitrogen for long term storage.

### *In Vitro* Culture

OP9-DL1 stromal cells were maintained in OPTI-MEM and plated 1 day before used to achieve a near confluent monolayer of cells. Multipotent progenitors were isolated as Ter119-Gr1- cells from e13 fetal liver and cultured on OP9-DL1 in the presence of 5 ng/ml Flt3 ligand, IL-7 and CD117 ligand.

### Retroviral Transduction

The retroviral vectors MigR1, MigR1-Cre, MigR1-DNMAML were described previously (39). Retroviral plasmid DNA was isolated using CsCl. Retroviral supernatants were produced by transfecting plasmid DNA into Phoenix cells using Ca_2_PO_4_ precipitation and cells were transduced with retrovirus as previously described (40).

### RNA Extraction, Microarray, Sequencing and Analysis

RNA was extracted using Trizol Reagent. For microarray analysis, RNA was converted to cDNA that was used to probe Affymetrix MOE 430_2 arrays as previously described (41). Raw array data were normalized with RMAexpress (http://rmaexpress.bmbolstad.com/) and analyzed by dChip (http://www.biostat.harvard.edu/complab/dchip/). Probe set annotation was obtained from Affymetrix. For RNA-seq analysis, RNA was sequenced on a Next-Seq500 and analyzed as described (42). Raw sequence reads were trimmed using Trimmomatic v0.33 (TRAILING:30 MINLEN:20) and then aligned to mouse genome assembly mm10 with TopHat v 2.1.0. Reads were assigned to genes using the htseq-count tool from HTSeq v 0.6.1 and gene annotations from Ensembl release 78. The R package EdgeR was used to normalize the gene counts and to calculate differential expression statistics for each gene for each pairwise comparison of sample groups. Metascape analysis was performed on differential gene expression lists (https://metascape.org) (43). Genes were considered differentially expressed at Log2FC with an adj. p-valule of <0.01.

### Quantitative PCR

RNA was reverse transcribed with Superscript III (Invitrogen). Quantitative RT-PCR was performed in an iCycler (Bio-Rad Laboratories) with SYBR Green (Bio-Rad Laboratories). Expression values were normalized to Hprt and were calculated by the ΔC_T_ method. Primer sequences are available on request.

### Spectral Karyotyping Analysis

To characterize the cytogentic pattern of T cell leukemias from *E2a^-/-^Lef1 ^Δ/Δ^* mice, SKY analysis was performed using the ASI SkyPaintTM assay for mouse chromosomes as described previously (44) on cell lines or fresh leukemic cells from moribund mice with leukemia (10 metaphase cells were analyzed per case). Karyotype results are in **Table S2**.

### Western Blot

Total protein extracts were prepared and analyzed by Western blot analysis as described previously (30). Primary antibodies used were anti-Notch1 antibody (V1744) reactive with the cleaved cytoplasmic domain (Cell Signaling Technology) and anti-actin (Abcam).

### Data Sharing Statement

For original data please contact . RNA-sequencing data can be accessed in the Gene Expression Omnibus under GSE186420. Microarray data is under GSE196391.

## Results

### LEF1 Is Required for the Survival of E2A-Deficient T Cell Leukemias

Our previous studies revealed that Notch1 is mutated in *E2a^-/-^* T cell leukemias and required for their survival (26). We identified *Lef1* as a target of the Notch pathway in these cells and demonstrated that siRNA directed against *Lef1* reduced the viability of these leukemic cells (30). Here, using flow cytometry, we found that LEF1 and TCF1 protein are detected in *E2a^-/-^* leukemias and that LEF1, but not TCF1, was reduced after treatment of cells with a γ-secretase inhibitor, which antagonizes Notch signaling (**Figures 1A, B**). To rigorously demonstrate that LEF1 was required for growth of these leukemias, we created *E2a^-/-^* mice that were homozygous for alleles of *Lef1* with loxp sites flanking the DNA binding domain (32). We generated 2 lines from the leukemias arising in these mice and used a retrovirus producing Cre to delete the DNA binding domain of LEF1 (**Figure 1C**). The retrovirus produced GFP in addition to Cre and therefore we could track Cre expressing cells by their expression of GFP (**Figure 1C, D**). LEF1 was lost from a subset of cells after transduction with MigR1-Cre and the frequency of LEF1 negative cells mirrored the frequency of GFP^+^ cells (**Figure 1D**). QPCR analysis of sorted GFP^+^ cells from MigR1 or MigR1-Cre transduced cells revealed decreased *Lef1* mRNA after transduction of *E2a^-/-^Lef1^f/f^* but not *E2a^-/-^* leukemias with MigR1-Cre (**Figure 1E**). We tracked the fate of cells with deletion of *Lef1* by following the frequency of GFP^+^ cells. GFP^+^ cells in MigR1-Cre expressing *E2a^-/-^Lef1^f/f^* cells declined steadily over time consistent with the loss of cells that lacked LEF1 (**Figure 1F**). An *E2a^-/-^* leukemia line that was heterozygous for the *Lef1^f^* allele (*E2a^-/-^Lef1^f/+^)* and transduced with MigR1-Cre also showed reduced representation of GFP^+^ cells with time in culture, although not to the degree of *E2A^-/-^Lef1^f/f^* leukemias (**Figure 1F**). In contrast, the same cell lines transduced with MigR1, which does not promote deletion of *Lef1*, demonstrated a stable frequency of GFP^+^ cells over time (**Figures 1D–F**). Similarly, *E2a^-/-^* lines transduced with either MigR1 or MigR1-Cre showed stable GFP expression (**Figure 1F**). To further examine the impact of LEF1-deletion on these leukemic cells, we analyzed the transcriptome of GFP^+^ cells 72 hours after transduction with MigR1 or MigR1-Cre. We found decreased expression of multiple signaling-associate genes (*Id3*, *Syk*, *Sgk*, *Rasgrp1*) and increased expression of *Cdkn1a*, encoding the cell cycle inhibitor p21 (**Figure 1G** and **Table S1**). The increased expression of p21 could contribute to the reduced expansion of LEF1-deleted leukemias. These data demonstrate that LEF1 is required for the maintenance of *E2a^-/-^* T cell leukemia lines *in vitro* and are consistent with our previous studies using *Lef1* siRNA (30).

**Figure 1:**
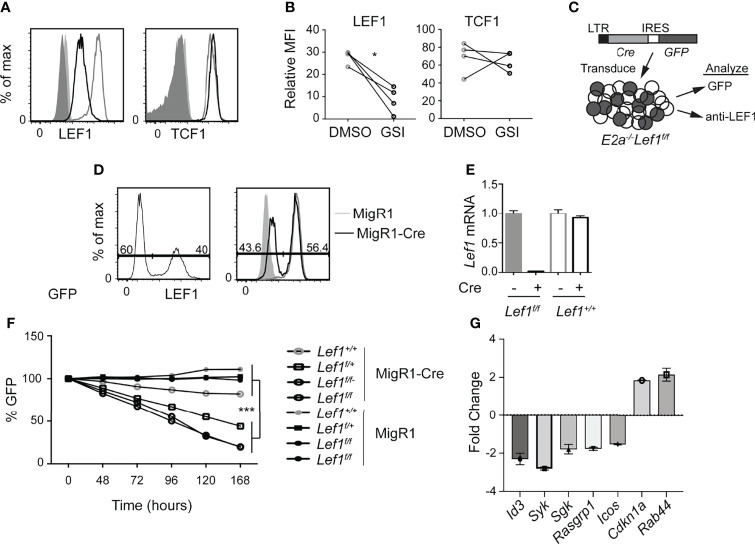
LEF1 is required for the survival of established *E2a^-/-^* T cell leukemias. **(A)** Flow cytometry for LEF1 (left) or TCF1 (right) in an *E2a^-/-^* T cell leukemia line treated with DMSO (grey) or the Notch1 inhibitor GSI (black). Shaded histograms are isotype control stainings. n = 4 **(B)** Summary of the MFI for LEF1 or TCF1 in multiple *E2a^-/-^* leukemia lines. *p < 0.05, Students t-test. **(C)** Schematic representation of experiment to inactivate *Lef1* in *E2a^-/-^Lef1^f/f^* T cell leukemias. **(D)** Expression of GFP (left) or LEF1 (right) in *E2a^-/-^Lef1^f/f^* leukemias transduced with MigR1-Cre (black). For LEF1 staining, MigR1 transduced cells (grey) and isotype controls (shaded histograms) are also shown. **(E)** qRT-PCR analysis for *Lef1* mRNA in GFP^+^ cells isolated from *E2a^-/-^* leukemias with *Lef1^f/f^* or *Lef1^+/+^* 96 hours after transduction with MigR1 or MigR1-Cre. Error bars represent standard deviation. **(F)** The relative percent of GFP expressing cells with time in culture after retroviral transduction of *E2a^-/-^Lef1^+/+^*, *E2a^-/-^Lef1^f/+^* or *E2a^-/-^Lef1^f/f^* leukemias with MigR1 or MigR1-Cre retrovirus. Data are representative of n = 4 **(A, B)**, n = 2 **(D, E)** and n = 3 **(F)** experiments. ***p < 0.005. Students t-test on *E2a^-/-^Lef1^F/F^* and *E2a^-/-^Lef1^F/+^* compared to *E2a^-/-^Lef1^+/+^* leukemias at t = 168 hours. **(G)** RNA from a GFP^+^ *E2A^-/-^Lef1^F/F^* leukemia transduced with MigR1 or MigR1-Cre was analyzed at t = 72 hours by microarray. The graph depicts the FC between MigR1 and MigR1-Cre transduced cells for selected genes and 95% confidence.

### LEF1 Is Increased in *E2a^-/-^* DN3 Thymocytes and Promotes Their Differentiation

To determine whether the increased expression of LEF1 occurs in pre-leukemic mice, we examined the Lineage^-^ population of the thymus for expression of LEF1. As expected, there were fewer DN3 thymocytes in *E2a^-/-^* mice compared to control with an increased frequency of CD117^lo^CD25^int^ cells, previously shown to be innate lymphoid cells (**Figure 2A**) (45, 46). The *E2a^-/-^* DN3 cells expressed substantially more LEF1 than control DN3 thymocytes (**Figure 2B**). By qRT-PCR we found increased expression of *Lef1* mRNA in *E2a^-/-^* DN3 thymocytes (**Figure 2C**). DN3 thymocytes fail to develop from *E2a^-/-^* multipotent progenitors cultured *in vitro* on OP9-DL1 (45, 47), indicating that these cells are compromised with respect to T cell differentiation. To determine whether LEF1 might provide an advantage to these cells, we used a retrovirus to force multipotent progenitor (MPP) cells to ectopically express LEF1. *E2a^-/-^* MPPs transduced with the MigR1 retrovirus, which produce GFP only, failed to generate DN3 cells *in vitro*, as expected (**Figures 2D, E**). In contrast, *E2a^-/-^* MPPs transduced with LEF1 producing retrovirus generated DN3 cells and an increased frequency of DN2 cells. Notably, even control MPPs transduced with LEF1 producing retrovirus showed increased generation of DN2 and DN3 cells (**Figures 2D, E**). This propensity to promote differentiation of control and *E2a^-/-^* MPPs was not dependent on the presence of the β-catenin interaction domain (CAT) as a retrovirus producing a mutant form of LEF1 lacking the CAT domain also supported differentiation (**Figures 2D, E**). These data lead us to hypothesize that the increased expression of LEF1 in *E2a^-/-^* DN3 thymocytes aids in their differentiation from more immature progenitors and that LEF1’s essential functions are independent of its interaction with β-catenin.

**Figure 2:**
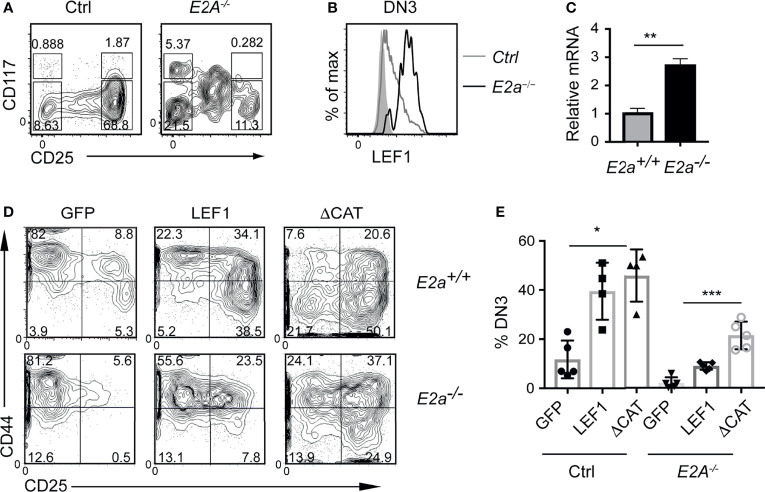
LEF1 is highly expressed in *E2a^-/-^* DN3 cells and promotes their development from MPPs. **(A)** Flow cytometry showing CD117 and CD25 on Lineage^-^ (CD4, CD8, CD11b, Ter119) thymocytes from Ctrl (left) and *E2a^-/-^* (right) mice at 5 weeks of age. **(B)** LEF1 expression in DN3 thymocytes from Ctrl (grey) and *E2a^-/-^* (black) mice. **(C)** Summary of *Lef1* mRNA relative to *Hprt* mRNA in Ctrl (grey) and *E2a^-/-^* (black) DN3 thymocytes. Data are representative of mice at 5-6 weeks of age. **p < 0.01 Student’s t-test. **(D)** Flow cytometry of MPPs isolated from Ctrl (top) or *E2a^-/-^* (bottom) embryos (16 days p.c.) cultured *in vitro* for 10 days after retroviral transduction with MigR1 (GFP), MigR1-LEF1 or MigR1-LEF1ΔCAT. Data are gated on GFP^+^ cells. **(E)** Summary of the %DN3 cells in the Lineage^-^ population of MPPs cultured *in vitro* as in **(D)** from the indicated strains. Data are representative of **(A, B)** n = 3, **(C)** n = 2, **(D, E)** n = 4-6 experiments. *p < 0.05, **p < 0.01 and ***p < 0.005 ANOVA.

### T Cell Specific Deletion of *Lef1* in *E2a^-/-^* Mice Abrogates DN3 Development

To test the hypothesis that LEF1 is essential for the development of *E2a^-/-^* DN3 cells and for leukemic transformation, we generated Lck-Cre *E2a^-/-^Lef1^f/f^* mice, which express Cre starting at the DN2 stage. Lck-Cre^+^ *E2a^-/-^Lef1^f/f^* mice (DKO) and *E2a^-/-^* mice had similar numbers of thymocytes and Lineage^-^ thymocytes (**Figures 3A–C**). However, the Lineage^-^ population of DKO mice showed a reduced frequency of DN3 thymocytes (**Figures 3B, D**). The number of DN3 thymocytes was also significantly decreased in DKO compared to *E2a^-/-^* mice (**Figure 3E**). In contrast Lck-Cre^+^ *Lef1^f/f^* (*Lef1^Δ/Δ^*) mice had thymocyte and Lineage^-^ thymocyte numbers, as well as DN3 frequencies that were similar to Control mice (**Figure 3D**), indicating that *Lef1* deletion did not have a major impact on these cells.

**Figure 3:**
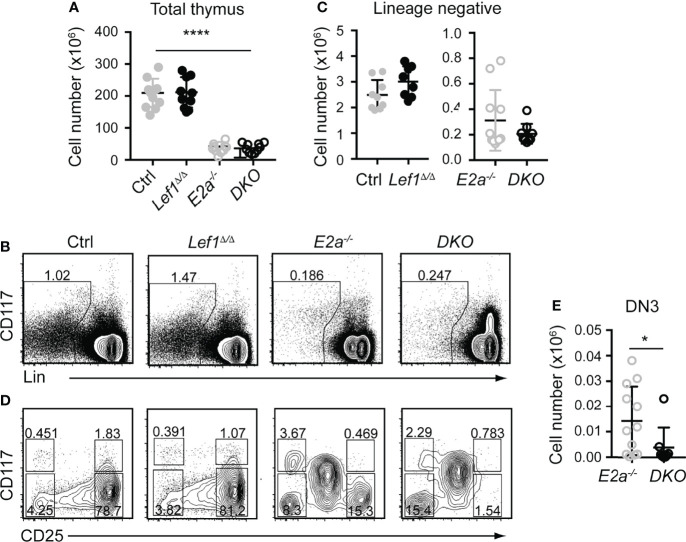
T cell specific deletion of *Lef1* from *E2a^-/-^* mice does not impact thymocyte numbers but results in a loss of DN3 cells. **(A)** Total thymocyte numbers from mice of the indicated genotype. ****p < 0.001, Anova for multiple comparisons. **(B)** Flow cytometry showing Lineage markers (CD8, TCRβ, TCRγδ, CD11b, CD11c, NK1.1) and CD117 and the gating strategy for Lin^-^ cells. **(C)** Lin^-^ thymocyte numbers in mice of the indicated genotypes. **(D)** Flow cytometry showing CD25 and CD117 on Lin^-^ thymocytes. **(E)** Summary of DN3 thymocyte numbers in mice of the indicated genotypes. Data is representative on more than 8 experiments *p < 0.05, Students t-test. Mice were between 5-7 weeks of age.

Since the number of thymocytes was similar in *E2a^-/-^* and DKO mice we examined the phenotype of more mature thymocytes. As previously reported, *E2a^-/-^* thymocytes had a reduced frequency of CD4^+^CD8^+^ (DP) thymocytes with an increased frequency of CD4^+^ and CD8^+^ cells. The CD4 by CD8 profile of DKO thymocytes revealed a slightly increased frequency of CD4^+^CD8^+^ (DP) cells and a decreased frequency of CD4^+^ of CD8^+^ single positive thymocytes compared to *E2a^-/-^* mice (**Figure 4A**). *E2a^-/-^* mice also have an increased frequency of TCRβ^+^ thymocytes, although the number of these cells is lower than in Ctrl mice (**Figures 4A, B**). The frequency and number of TCRβ^+^ cells was reduced in DKO mice compared to *E2a^-/-^* mice, although it was still higher than in Ctrl or *Lef1^Δ/Δ^* mice (**Figures 4A, B**). These data suggest that deletion of LEF1 had a subtle but significant impact on the differentiation of thymocytes in the absence of *E2a*. Interestingly, a substantial portion of DKO Lineage^+^ thymocytes, which are primarily DP cells, expressed CD25 (**Figures 4C, D**). The frequency of Lineage^+^CD25^+^ cells was also higher in *E2a^-/-^* thymocytes than in Ctrl or *Lef1^Δ/Δ^* thymocytes but was not significantly elevated in number (**Figures 4C, D**). Indeed, a direct comparison of DP thymocytes revealed a substantial increase CD25 on DKO compared to *E2a^-/-^* thymocytes (**Figure 4E**). Given that CD25 is a known Notch1 target gene (48), we tested the hypothesis that Notch1 was expressed in DP thymocytes from DKO mice. By QPCR analysis we observed mRNA for *Notch1* and the Notch1 target gene *Nrarp* in DP thymocytes from DKO but not *E2a^-/-^* or Ctrl mice (**Figure 4F**). These data indicate that Notch1 is activated in DKO DP thymocytes.

**Figure 4:**
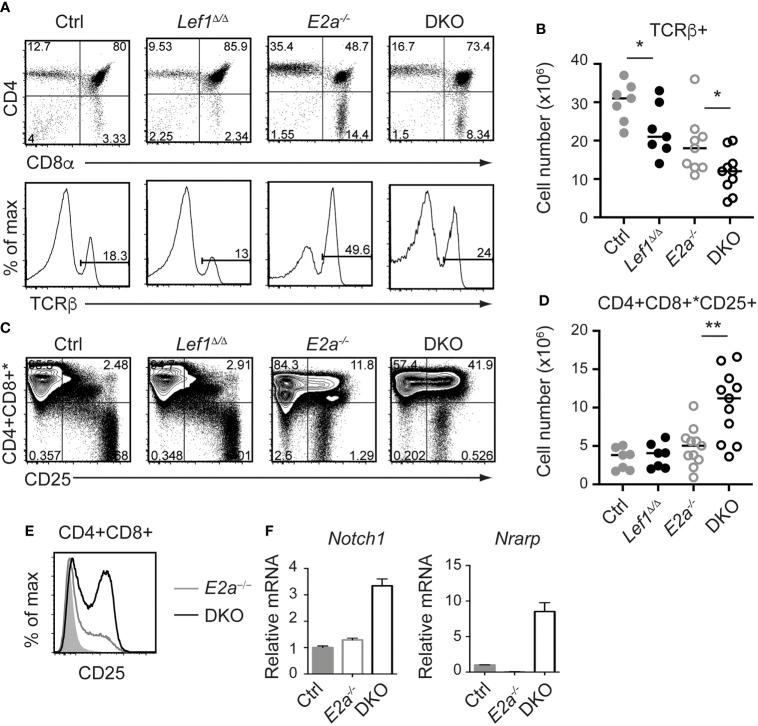
LEF1 restrains expression of CD25, *Notch1*, and *Nrarp* in *E2a^-/-^* CD4^+^CD8^+^ thymocytes. **(A)** Flow cytometry showing CD4 and CD8 (top) or TCRβ (bottom) on thymocytes from mice of the indicated genotype. **(B)** Summary of the number of TCRβ^+^ thymocytes in the indicated strains. **(C)** Flow cytometry showing expression of CD4 and CD8 (* indicates CD11b, CD11c, CD3e were also in this panel) and CD25. *p < 0.05, Student’s t-test. **(D)** Total number of CD4^+^CD8^+^*CD25^+^ cells in mice of the indicated genotype. **p < 0.01, Student’s t-test. **(E)** Flow cytometry of CD25 on CD4^+^CD8^+^ thymocytes from WT (shaded), *E2a^-/-^* (grey) and DKO (black) mice. **(F)** qRT-PCR for *Notch1* and *Nrarp* on sorted CD4^+^CD8^+^ thymocytes from mice of the indicated genotype. Data is representative of >6 mice **(A-D)** or 2 experiments **(E, F)**. Mice were 5-7 weeks of age.

### DKO Mice Develop T Cell Leukemia With Reduced Latency

To determine whether deletion of *Lef1* impacted the transformation potential of *E2a^-/-^* thymocytes, we allowed the mice to age and monitored them for signs of leukemia. Surprisingly, DKO mice became moribund with an average latency of 100 days (range 80-130 days) whereas the average latency for *E2a^-/-^* mice was 130 days (range 100-170 days), and notably, all mice that we followed developed disease (**Figure 5A**). At sacrifice, leukemia was confirmed by counting thymocyte numbers and by flow cytometry of multiple tissues. Cell numbers were similar in the thymus of moribund *E2a^-/-^* or DKO mice, although the range was greater for the DKO cells (**Figure 5B**). However, splenic lymphocyte numbers were elevated in the moribund DKO as compared to *E2a^-/-^* mice (**Figure 5C**). Primary leukemic cells in DKO mice were frequently low for CD4 and CD8 whereas *E2a^-/-^* leukemias were CD4^hi^CD8^hi^ or contained SP cells (**Figures 5D, E**). The DKO leukemias also expressed CD25 without CD44, a phenotype that is distinct from that of the majority of *E2a^-/-^* leukemias (**Figure 5E**). Taken together, these data demonstrate that, despite the reduced number of DN3 cells, DKO mice developed T cell leukemia with reduced latency compared to *E2a^-/-^* mice and these leukemias had a distinct surface receptor phenotype.

**Figure 5:**
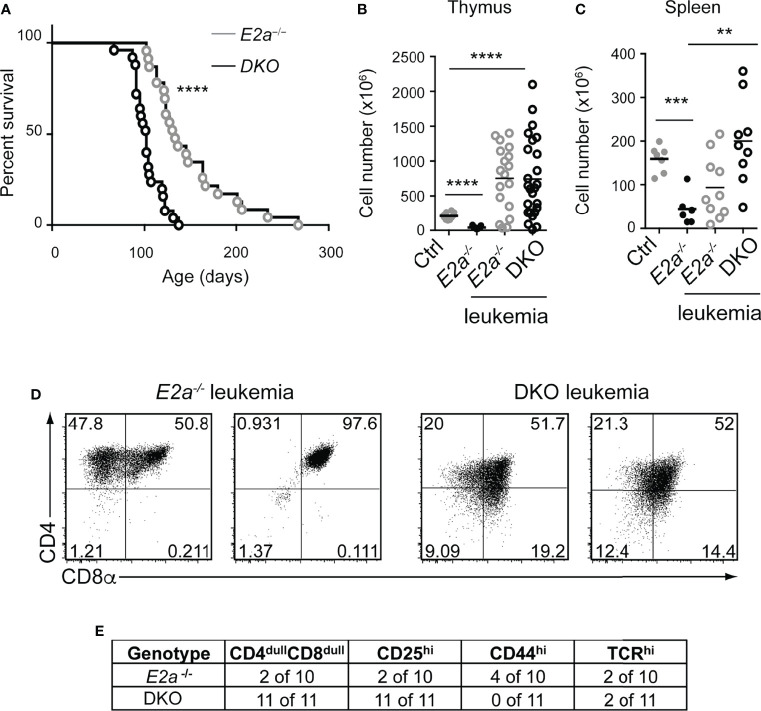
DKO mice have an accelerated onset of T cell leukemia. **(A)** Kaplan-Meier plot of leukemia incidence in *E2a^-/-^* and DKO mice. ****p < 0.0001, Mantel-Cox Test **(B)** Total thymocyte numbers and **(C)** spleen lymphocyte numbers at time of morbidity in *E2a^-/-^* and DKO mice compared to age matched Ctrl and non-moribund *E2a* ^-/-^ mice. ** p< 0.01, ***p < 0.005, ****p < 0.001. Student’s t-test for pairwise comparisons. **(D)** Flow cytometry showing CD4 and CD8 on two representative *E2a^-/-^* and DKO thymic leukemias. **(E)** Summary of phenotype of *E2a^-/-^* and DKO leukemias.

### DKO Leukemias Have *Notch1* Mutations and Require Notch Signaling

*E2a^-/-^* leukemias have mutations in the *Notch1* gene and they are dependent on Notch signaling for their survival (26). To determine whether DKO leukemias also had mutations in the *Notch1* gene, we PCR amplified the 3’ portion of *Notch1* and performed sequencing on 3 DKO cell lines that we established in culture. Notably, we found insertions that resulted in out of frame translation of the PEST domain of Notch1 in all of the DKO lines (**Figure 6A**). These mutations are predicted to stabilize ICN1 and, indeed, ICN1 protein could be detected in these leukemias by western blot analysis (**Figure 6B**). To determine whether these leukemias were dependent on Notch1 signaling we used retroviral transduction to ectopically express a dominant negative version of the Notch1 co-activator MAML in these cells (39). The frequency of cells expressing DN-MAML, identified by their expression of GFP, declined over time in culture regardless of whether they were *E2a^-/-^* or DKO leukemias (**Figure 6C**). In contrast, the frequency of GFP^+^ cells remained stable in cultures transduced with the control MigR1 retrovirus (**Figure 6C**). Cytogenetic analysis using spectral karyotyping of three DKO primary leukemias revealed trisomy for chromosome 15 containing the *c-Myc* locus, a feature that is also observed in *E2a^-/-^* leukemias (**Figures 6C, D** and **Table S2**) (24). Consistent with this observation, *E2a^-/-^* and DKO cell lines had similar levels of c-*Myc* mRNA (**Figure 6E**). These data demonstrate that DKO leukemias, like *E2a^-/-^* leukemias, required Notch signaling for their survival and had mutations impacting the stability of ICN1 expression of c-*Myc*.

**Figure 6:**
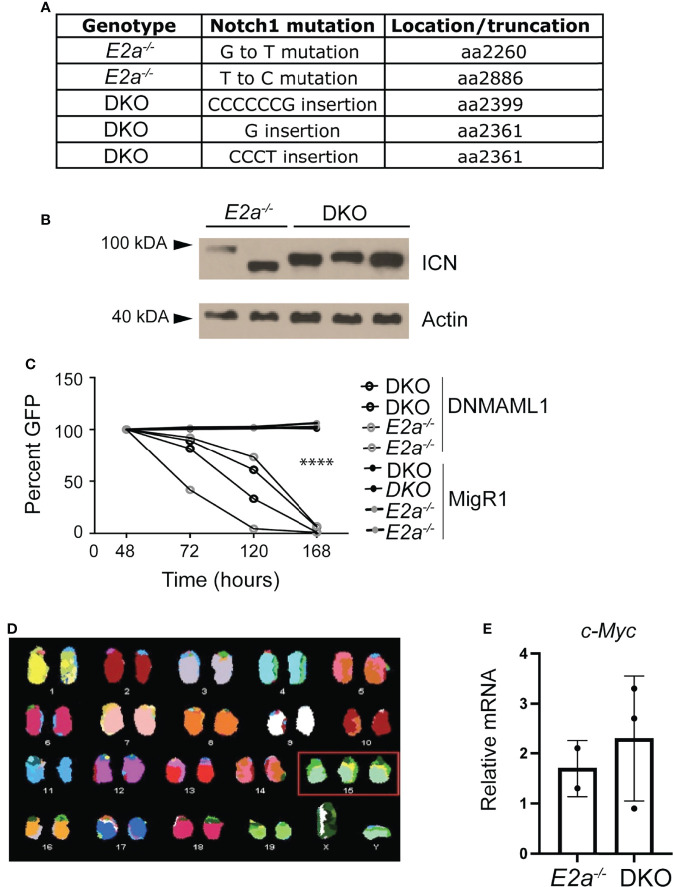
DKO leukemias require Notch1 signaling and have amplification of chromosome 15. **(A)** Identification of mutations in the *Notch1* gene in two *E2a^-/-^* and 3 DKO leukemias. **(B)** Western Blot Analysis for cleaved ICN1 in the indicated leukemia lines. Actin is shown as a loading control. **(C)** Relative GFP expression in leukemias of the indicated genotype after transduction with MigR1 or MigR1-DNMAML. The frequency of GFP^+^ cells was assessed by flow cytometry at the indicated times after transduction. ****p < 0.0001 Students t-test on MigR1 versus DNMAML infected cells **(D)** Spectral karyotyping analysis of metaphase cells isolated from a DKO leukemia. **(E)** qRT-PCR analysis for *c-Myc* in 2 *E2a^-/-^* and 3 DKO leukemias.

### DKO Leukemias Have an Altered Transcriptome Implicating Monocarboxylic Acid Transport and Hedgehog Signaling

To gain further insight into the differences between *E2a^-/-^* and DKO leukemias we performed RNA-sequencing on multiple *E2a^-/-^* and DKO leukemia lines. 

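RNA was sequenced from 15 leukemia lines, 1 library per line, of which 8 came from DKO mice and 7 from *E2a-/-* mice, and each line is treated as a replicate. The DKO mice carried floxed *Lef1* alleles and an *LckCre* transgene. The authors trimmed and aligned the reads, counted them on genes, and deposited CPM values for 12545 genes, which are the reads of a gene scaled with edgeR to the total assigned to genes in the line. How these genes were selected is not stated in the paper's text. The lowest mean over all lines is 0.164 CPM. Every value is a whole multiple of the lowest value above 0 of its line, so whole reads could be recovered for 100% of the values. Between 4847970 and 21377352 reads per DKO line were assigned to the listed genes, with a median of 18908120. For the *E2a-/-* lines the range was 14477802 to 21681586, with a median of 18584597. The line with the fewest reads was DKO79.9, and 1 read is worth 0.206 CPM there, against 0.0461 CPM in SKO95, which had the most. The labels give no sequencing batch. Values were compared as log2(CPM + 1), so fold changes of genes with low CPM are understated. Each gene was tested with limma, with Benjamini-Hochberg adjustment over the 12545 genes and the paper's threshold of 0.01, and named genes also with a two-sided exact permutation test over all ways to split the 15 lines into 8 and 7, whose smallest possible p is 0.000155.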

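The targeted gene, *Lef1*, which the table lists on chromosome 3 from 130813389 to 130927274, was at 140 ± 37.1 CPM (SD, n = 8 lines) in DKO lines and at 928 ± 478 CPM (SD, n = 7) in *E2a-/-* lines. Its log2 fold change was -2.33 (standard error 0.53, adjusted p = 0.0980 from limma), and the exact permutation p was 0.00389 (0.0122 after adjustment over the 22 genes that the paper names). DKO lines ranged from 103 to 210 CPM. In 6 of the *E2a-/-* lines *Lef1* was between 668 and 1558 CPM, but in the library labelled SKO132, also *E2a-/-*, it was at 59.0 CPM, below every DKO line. Without SKO132 the log2 fold change was -2.91 (adjusted p = 4.88e-06 from limma), while across all the alternatives tried the adjusted p ranged from 1.19e-09 to 0.210. The table gives 1 value per gene, so reads from deleted and retained exons of *Lef1* cannot be told apart.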

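Principal components were computed from log2(CPM + 1) of the 12545 genes, centred and not scaled, without choosing genes that differ between genotypes. The legend of Fig. 7A, in contrast, names differential gene expression as the basis of its components. PC1, PC2 and PC3 held 20.0%, 14.4% and 12.6% of the variance, 47.0% together. On PC1 the DKO lines had a mean score of -16.2 ± 20.2 (SD, n = 8) and the *E2a-/-* lines 18.5 ± 43.6 (SD, n = 7), a difference that is smaller than the spread of the *E2a-/-* lines (two-sided exact permutation p = 0.0645, 0.0967 after Benjamini-Hochberg adjustment over the 3 components). Scores on PC2 did not differ (exact permutation p = 0.928). On PC3 the means were -20.3 ± 18.3 (SD, n = 8) and 23.2 ± 20.3 (SD, n = 7), with an exact permutation p of 0.000932 (0.00280 adjusted). The groups overlapped on each of the 3 components taken alone. In the plane of PC1 and PC3 a straight line separated the 8 DKO from the 7 *E2a-/-* lines, as is possible for a share of 0.00233 of the splits of the lines into 8 and 7 (an exact permutation share, computed after the scores were seen). It did so in 12 of 15 fits that left out one line, but not without SKO132, DKO170.2 or DKO713, and not on the 500 most variable genes, with unit variance or with a pseudocount of 0.1. On the 6 genes called by limma PC1 held 86.5% of the variance. Leaving out SKO132 moved the difference from PC3 (exact permutation p = 0.407) to PC1 (p = 0.00833) and PC2 (p = 0.0316).

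**Figure D1:**
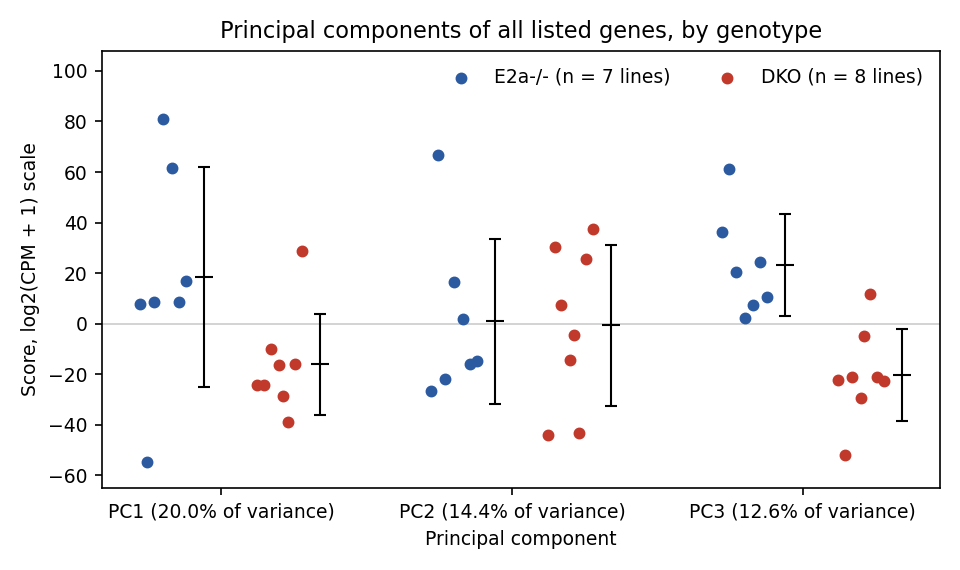
Scores of the 15 lines on the first 3 principal components of all listed genes, on the log2(CPM + 1) scale. Each point is a line, black bars give the group mean and SD, and the signs of the axes are arbitrary. The 7 *E2a-/-* lines lie between 2.26 and 61.2 on PC3, and 1 DKO line, at 11.6, lies within that range.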

There was a large amount of variation in the gene programs of these leukemias but they were resolved into distinct populations by principle component analysis through PC1 and PC3 (**Table S3** and **Figure 7A**). We identified 89 genes that were generally decreased in DKO as compared to the *E2a^-/-^* lines and 70 genes that were increased (Log2FC, adj. p-value <0.01) (**Figure 7B**). 

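With limma on log2(CPM + 1), 6 of the 12545 genes had an adjusted p under 0.01, 3 of them higher and 3 lower in DKO lines, and 1275 genes had an unadjusted p under 0.05. Which test is applied moved this number more than the pseudocount or the scaling did. On the recovered whole reads, edgeR's quasi-likelihood test called 1 gene, edgeR's likelihood ratio test 84 (40 higher and 44 lower in DKO lines) and DESeq2 177 (82 higher and 95 lower). DESeq2 was run with its own filter of genes and so adjusted over fewer genes than the other tests, which may add to its count. A likelihood ratio test with common, trended and tagwise dispersions, which was added after its counts had been set beside those of the paper, called 158 genes, of which 69 were higher and 89 lower. Its log2 fold changes differed from those of Table S3 by at most 0.000813 over the 1295 rows that could be read. The 6 genes called by limma were also called by both likelihood ratio tests and by DESeq2. Among the 22 genes that the paper names, 1 had an adjusted p under 0.01 in limma over all genes, and 6 when the adjustment was made over these 22 genes alone. The paper picked some of the 22 as differing on the same lines. Values of p adjusted over this list alone are therefore no independent support. With each line left out in turn, limma called from 3 to 17 genes, and the highest number was reached without SKO132.

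**Figure D2:**
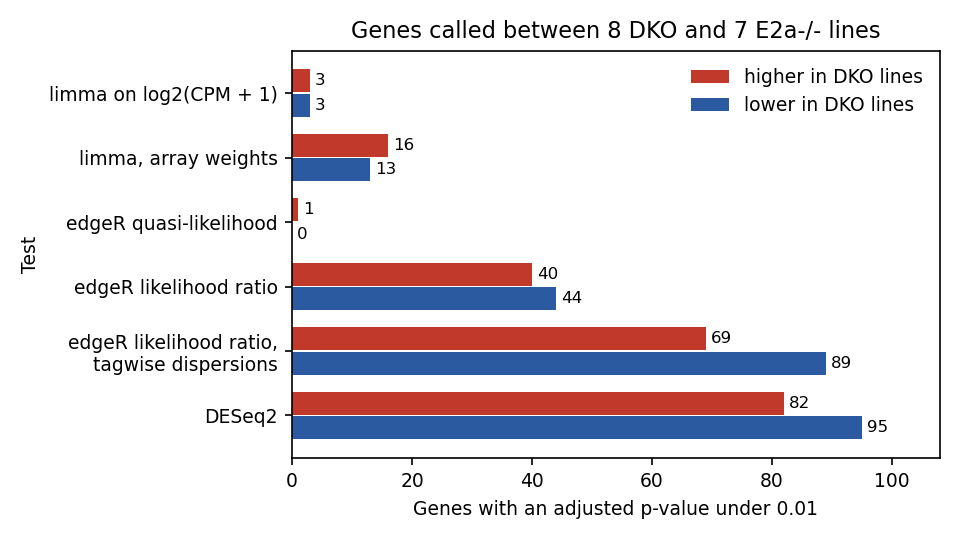
Number of genes with an adjusted p-value under 0.01 between 8 DKO and 7 *E2a-/-* lines, by test, with genes higher and lower in DKO lines drawn apart. The edgeR and DESeq2 tests used whole reads recovered from the CPM values, and the counts run from 1 gene with the quasi-likelihood test to 177 with DESeq2.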

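*Tcf7*, which encodes TCF1, was at 2862 ± 461 CPM (SD, n = 8) in DKO lines and at 1878 ± 487 CPM (SD, n = 7) in *E2a-/-* lines. The log2 fold change was 0.66 (standard error 0.20), with an adjusted p of 0.241 from limma over all genes, and the exact permutation p was 0.000466 (0.00342 adjusted over the 22 named genes). In 7 of the 8 DKO lines *Tcf7* was higher than in every *E2a-/-* line. The lowest value, 800 CPM, belonged to SKO95, and the other *E2a-/-* lines lay between 1972 and 2282 CPM. Under the alternatives the log2 fold change stayed between 0.46 and 0.71, and the lowest adjusted p was 0.0239, from DESeq2. Protein levels are not part of these data.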

*Tcf7* mRNA appeared to be increased in DKO leukemias but TCF1 protein, unlike LEF1 protein, was expressed similarly in *E2a^-/-^* and DKO lines when evaluated by flow cytometry (**Figure S1**). 

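The genes that limma called lower in DKO lines were *Poll* at 0.14 ± 0.29 CPM against 12.7 ± 7.12 CPM (SD, n = 8 DKO and 7 *E2a-/-* lines), *Samd9l* and *Pbxip1*. Higher in DKO lines were *Prkch*, *Fam183b* and the gene listed as ENSMUSG00000048107. Values of the groups did not overlap for 5 of these 6 genes. *Pbxip1* did overlap (1.63 ± 3.31 CPM against 21.9 ± 11.3 CPM, log2 fold change -3.47, adjusted p = 0.00383 from limma) and is named here after its values were seen. Over all 12545 genes 22 had groups that did not overlap, which is 0.175% of them, where chance gives 0.0311%. Of the 158 genes called by the likelihood ratio test with tagwise dispersions, 17 had groups that did not overlap, 69 had a mean under 5 CPM, and 72 were called in each of the 15 fits that left out one line. Pathway enrichment was not recomputed, because no gene sets were available.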

Analysis of the differentially expressed genes by Metascape revealed that the genes that decreased in the DKO leukemias were enriched for genes involved in IL-4 production whereas those that increased were enriched for genes in the monocarboxylic acid transport (MCT) and the Hedgehog signaling pathways (**Figures 7C, D**). Genes in the MCT pathway included *Fabp5*, *Pla2g12a*, *Syk* and *Hoxa13* (**Figures 7B, E**). 

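*Fabp5* was at 312 ± 165 CPM (SD, n = 8) in DKO lines and 98.3 ± 81.2 CPM (SD, n = 7) in *E2a-/-* lines, a log2 fold change of 1.84 (adjusted p = 0.176 from limma, exact permutation p = 0.00622). *Pla2g12a*, at 49.5 ± 20.6 CPM and 15.3 ± 4.44 CPM in the same groups, had a log2 fold change of 1.56 with an adjusted p of 0.0352 and an exact permutation p of 0.000622. It is listed on the same chromosome as *Lef1*, from 129581524 to 129598739, and its neighbours *Casp6* and *Mcub* were also higher in DKO lines (unadjusted p = 0.00105 and 0.00109 from limma). For *Syk* the mean of the DKO lines, 125 ± 141 CPM (SD, n = 8), rests on 5 lines between 20.2 and 336 CPM, since the other 3 are listed at 0. *E2a-/-* lines were at 3.37 CPM or lower, and the exact permutation p of *Syk* was 0.0340, or 0.0749 after adjustment over the named genes. *Hoxa13* was read at 4.39 ± 5.08 CPM in DKO lines and 0.22 ± 0.34 CPM in *E2a-/-* lines (log2 fold change 1.60, exact permutation p = 0.0124), with 1 DKO line at 0. None of the 4 genes passed an adjusted p of 0.01 in limma over all genes, and all 4 did with the likelihood ratio test with tagwise dispersions, where the highest adjusted p was that of *Fabp5*, 0.00828. With that test *Pla2g12a* and *Syk* were called in each of the 15 fits that left out one line, and *Fabp5* and *Hoxa13* in 5 of them.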

Genes in the Hedgehog signaling pathway included *Axin2*, *Cdkn1a*, *Prkch* and *Rasgrp1* (**Figures 7B, F**). 

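*Prkch* and *Cdkn1a* were higher in each of the 8 DKO lines than in any *E2a-/-* line, which gives the smallest exact permutation p that these group sizes allow, 0.000155. *Prkch* was at 171 ± 38.9 CPM (SD, n = 8) in DKO and 55.4 ± 14.3 CPM (SD, n = 7) in *E2a-/-* lines. Its log2 fold change of 1.62 (standard error 0.18, adjusted p = 0.00137 from limma) passed the threshold in each of the fits that left out one line, with adjusted p from 0.000391 to 0.00490. *Cdkn1a* was at 110 ± 52.0 CPM against 21.6 ± 11.7 CPM, a log2 fold change of 2.41 with an adjusted p of 0.0257 from limma. In 7 of 8 DKO lines *Axin2* was above every *E2a-/-* line, at 185.6 ± 68.2 CPM against 59.2 ± 28.4 CPM (log2 fold change 1.73, adjusted p = 0.0832, exact permutation p = 0.000932). The same held for *Rasgrp1* in 7 DKO lines, with a wide range of 144 to 1028 CPM in DKO and 10.3 to 231 CPM in *E2a-/-* lines (log2 fold change 2.00, adjusted p = 0.241, exact permutation p = 0.00295). Of the 8 genes drawn from the 2 pathways, limma called 1 over all genes, edgeR's likelihood ratio test 4 and DESeq2 6. With the adjustment made over these 8 genes alone limma called 7, although the genes were picked by the paper on the same lines, so that number shows no stability.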

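Expression over the 12545 genes was correlated between each pair of lines. Median Spearman's rho, across genes, was 0.937 over the 28 pairs of DKO lines, 0.924 over the 21 pairs of *E2a-/-* lines and 0.925 over the 56 pairs of a DKO with an *E2a-/-* line. Genes are not independent replicates, so the lines were permuted. Pairs within a group exceeded pairs between groups by 0.00888 in the median (one-sided exact permutation p = 0.00622, n = 8 and 7 lines), which is small beside the range of 0.845 to 0.987 among the pairs of *E2a-/-* lines. The highest rho was that of SKO156.6 with SKO186.5 and the lowest that of SKO115.2 with SKO132. On the 500 most variable genes the difference of the medians was 0.136 (exact permutation p = 0.000466).

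**Figure D3:**
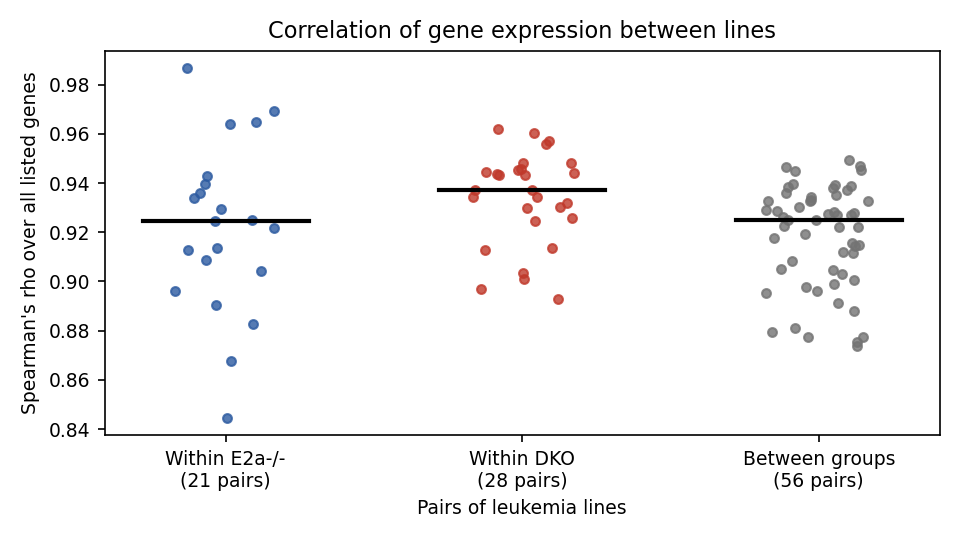
Spearman's rho over all listed genes for each pair of leukemia lines, within *E2a-/-*, within DKO and between the groups, with the median as a black line. Points are spread sideways for legibility, and the vertical axis does not start at 0. Medians lie between 0.924 and 0.937, and single pairs of *E2a-/-* lines between 0.845 and 0.987.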

Taken together, these data indicate that DKO and *E2a^-/-^* leukemia lines share many common gene expression features but differ in a few key genes that could impact their metabolic requirements or response to external signals.

**Figure 7:**
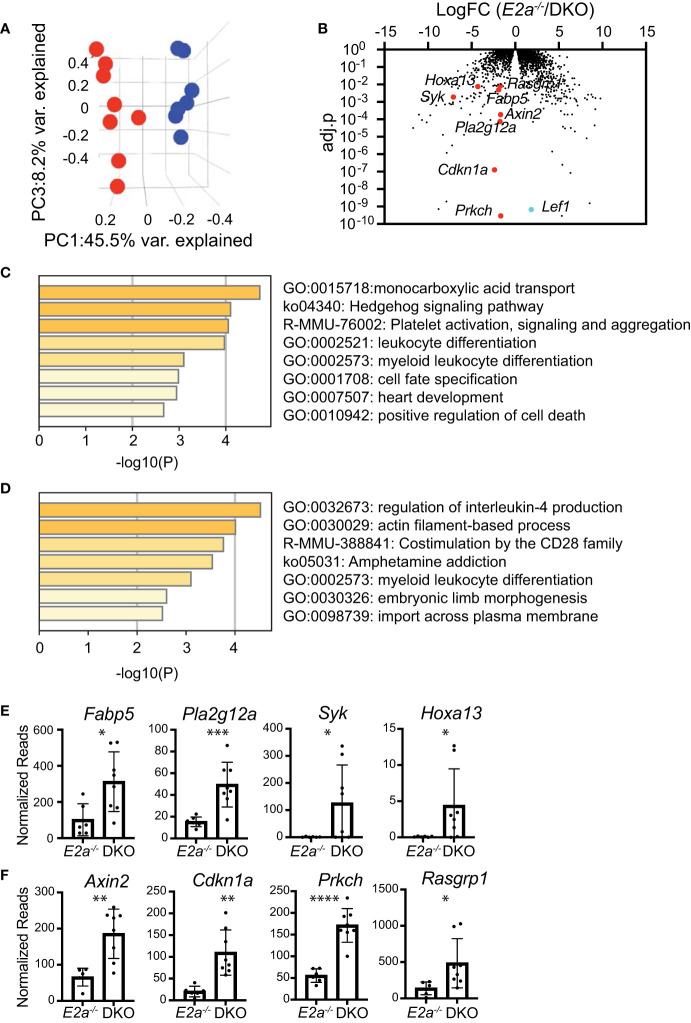
RNA-sequencing of *E2a^-/-^* and DKO leukemia lines reveals differences in multiple genes associated with signaling and monocarboxylic acid transport. **(A)** Principal Component Analysis of *E2a^-/-^* (blue) and DKO (red) leukemias based on differential gene expression in RNA-seq analysis. adj.p based on FDR. **(B)** Volcano plot showing Log2FC by adj.p-value comparing RNA-seq from *E2a^-/-^* and DKO leukemias. *Lef1* and genes on interest that were higher in DKO as compared to *E2a^-/-^* leukemias are indicated. **(C)** Pathway analysis for genes that are increased in DKO compared to *E2a^-/-^* leukemias. **(D)** Pathway analysis of genes that are decreased in DKO compared to *E2a^-/-^* leukemias. **(E)** Normalized reads for individual *E2a^-/-^* and DKO leukemia samples for selected genes in the monocarboxylic acid transport pathway or **(F)** the Hedgehog Signaling Pathway. *p < 0.05, **p < 0.01, ***p < 0.005, and ****p < 0.0001 by student t-test of individual normalized reads.

## Discussion

Over the past 10 years, analysis of gene expression and mutations in T-ALL have revealed both positive and negative associations with *LEF1* (34, 36, 37). Here, we investigated the role of LEF1 in T cell transformation in a murine model of T-ALL. We used conditional alleles of *Lef1* in *E2a^-/-^* T lymphocytes, that were deleted either before or after leukemic transformation and found that LEF1 can function as either an oncogene or a tumor suppressor depending on the context in which it is deleted. When LEF1 is present during the transformation process, leukemias can become addicted to its presence. In contrast, when *Lef1* is deleted prior to transformation, early T cell development is altered and there is a more rapid onset of leukemogenesis. We note that leukemias arising in DKO mice had some of the characteristics of human T-ALL with *LEF1* inactivating mutations including mutations in the Notch1 signaling pathway and gain of chromosome 15 (37), although these characteristics are shared with *E2a^-/-^* leukemias (24, 26). However, DKO leukemias had a more a rapid onset than *E2a^-/-^* leukemias mirroring the early development of T-ALL with *Lef1* inactivating mutations (37). In addition to providing insight into how LEF1 can be both a positive and negative regulator of leukemogenesis, our data indicate that the order of acquisition of specific mutations in T cell progenitors can impact the phenotype and latency of T-ALL.

The leukemic cells that arise in DKO mice have very dim expression of CD4 and CD8 and express CD25, which distinguishes them from *E2a^-/-^* leukemias. Cell lines established from DKO mice also showed some differences in gene expression from *E2a^-/-^* leukemias. In particular, genes associated with the MCT and Hedgehog signaling pathway, were elevated relative to *E2a^-/-^* leukemias. Among these genes were *Rasgrp1, Pla2g12a* and *Syk*, which are also involved in T cell receptor signaling and their increased expression may be related to the dim expression of CD4 and CD8, which canonically identifies cells undergoing strong TCR signaling or negative selection (49). The increased expression of *Fabp5* also raises the possibility that DKO and *E2a^-/-^* leukemias may have different metabolic requirements. While there was quite a bit of variability in the gene programs of individual leukemia lines, these observations raise the possibility that leukemias with different mutation profiles may have unique susceptibilities that could be exploited for therapy.

Lef1 is increased in expression in multiple mouse models of T-ALL. *Tcf7^-/-^* mice also have increased *Lef1* in DN thymocytes but develop an ETP-like T-ALL (32). TCF1 was shown to repress *Lef1* and indeed, TCF1 binds to a cluster of sites in the *Lef1* gene and represses transcription from this region in a reporter construct transduced into DN thymocytes. TCF1 is expressed in *E2a^-/-^* thymocytes at levels indistinguishable from control mice indicating that the increased LEF1 is not a consequence of TCF1-deficiency (45, 46). We showed here that unlike LEF1, TCF1 is not regulated by Notch signaling in *E2a^-/-^* leukemias and therefore we hypothesize that Notch1 regulates *Lef1* directly and independent of TCF1. Deletion of *Lef1* in *Tcf7^-/-^* thymocytes had surprisingly little impact on DN thymocyte development but prevented β-selection and abrogated leukemogenesis (32). In contrast, deletion of *Lef1* in *E2a^-/-^* mice did not prevent leukemogenesis. Therefore, TCF1 appears sufficient in *E2a^-/-^* mice to support T cell transformation. TCF1 protein was expressed equivalently in *E2a^-/-^* and DKO leukemias suggesting that LEF1 does not promote leukemogenesis by repressing *Tcf7*. Given that *E2a^-/-^* leukemias are not ETP-like, we do not think that the major function of LEF1 is simply antagonism of TCF1. However, it is possible that high levels of LEF1 impact TCF1 function by competing with TCF1 for binding to TCF1/LEF1 binding sites, either promoting or inhibiting TCF1-like functions. In this scenario, LEF1 may antagonize TCF1 functions that prevent transformation while promoting, or leaving intact, TCF1 functions that support T cell differentiation. Indeed, we note that *Cdkn1a* is increased in both DKO leukemias and *E2a^-/-^Lef1^F/F^* leukemias after deletion of *Lef1* compared to *E2a^-/-^* leukemias suggesting that *Cdkn1a* could be a TCF1 target that is repressed by LEF1. In contrast, *Syk* and *Rasgrp1* are increased in DKO compared to *E2A^-/-^* leukemias but decreased after deletion of *Lef1* from *E2a^-/-^Lef1^F/F^* leukemias. Thus, we could speculate that *Syk* and *Rasgrp1* are positively regulated by LEF1 or TCF1, gaining a dependence on high levels of LEF1 in *E2a^-/-^* Lef1F/F leukemias and TCF1 in DKO leukemias. 

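Table S1 of the paper lists 41 probe sets that changed on microarrays after deletion of *Lef1* in *E2a-/-**Lef1 F/F* cells, which stand for 35 genes. Of these, 33 are listed in the RNA-sequencing table. The legend of Fig. 1G describes a single leukemia, taken within days of transduction. In DKO mice *Lef1* was deleted before transformation. The microarray values themselves were not used here. Of the 9 matched genes that rose in Table S1, 8 were higher in DKO than in *E2a-/-* lines, *Fgfbp1* by a log2 fold change of only 0.00921. Mean log2(CPM + 1) of the 9 genes was 3.87 ± 1.12 (SD, n = 8) in DKO and 2.60 ± 0.74 (SD, n = 7) in *E2a-/-* lines. The difference was 1.27 (two-sided exact permutation p = 0.0263, not adjusted for the test of the genes that fell). *Cdkn1a* was the one gene among the 33 with an adjusted p under 0.05 in limma. Without it, a setting chosen after the values were seen, the difference of the other 8 genes was 1.13 with an exact permutation p of 0.0592. From the rise of *Cdkn1a* in both settings the paper proposes that the gene could be a TCF1 target which LEF1 represses.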

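For the 23 matched genes that fell in Table S1, with *Lef1* left out, mean log2(CPM + 1) was 3.66 ± 0.75 (SD, n = 8) in DKO lines and 3.63 ± 0.95 (SD, n = 7) in *E2a-/-* lines, a difference of 0.028 (two-sided exact permutation p = 0.965). Of these genes 9 were higher and 14 lower in DKO lines, *Syk* and *Rasgrp1* being among the 9. The direction of the difference changed with the pseudocount, to -0.014 at a pseudocount of 0.1, and none of the 23 genes had an adjusted p under 0.01 in limma. On the recovered reads edgeR's likelihood ratio test called 1 of them, *Rgs13*, DESeq2 called *Rgs13* and *Syk*, and the likelihood ratio test with tagwise dispersions, added after seeing the data, called *Rgs13*, *Syk* and *Rasgrp1*. *Rgs13*, named after its values were seen, was at 0.467 ± 0.479 CPM (SD, n = 8) in DKO lines and 21.1 ± 29.7 CPM (SD, n = 7) in *E2a-/-* lines (log2 fold change -2.83, adjusted p = 0.0915 from limma, and 8.3e-06 from DESeq2), while *Syk* and *Rasgrp1* were higher in DKO lines.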

Further studies are required to understand the mechanisms by which LEF1 and TCF1 function in these different contexts.

We anticipated that LEF1 would be required for the differentiation of ETPs to the DN3 stage in the absence of E2A and our *in vitro* experiments supported this hypothesis. Indeed, deletion of *Lef1* in *E2a^-/-^* mice resulted in a loss of DN3 thymocytes. However, total thymocyte numbers were not impacted by deletion of *Lef1* suggesting that LEF1 was not required for T cell development in the absence of *E2a*. Given that we observed increased CD25 and Notch1 signaling in DP thymocytes after deletion of *Lef1*, we hypothesize that LEF1 prevented differentiation of DN3 cells into DP cells. Whether these cells are truly DP thymocytes or DN3 thymocytes that express CD4 and CD8 remains to be investigated. Thus, the altered latency of transformation in DKO mice could be related to differences in the intrinsic susceptibility of thymocytes at different stages of differentiation to transformation in the absence of E2A or to an altered environment in which the transforming progenitors reside.

Taken together, our data demonstrate that LEF1 impacts the developmental trajectory of *E2a^-/-^* T cell progenitors and can act as a tumor suppressor or oncogene depending on its availability during the transformation process. Moreover, our data support the utility of mouse models for understanding the cooperativity and consequence of mutational order on leukemogenesis.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE186420 and GSE196391.

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee, University of Chicago.

## Author Contributions

TC, SM, SD, and MV designed and performed experiments and interpreted data. ML supervised the SKY analysis, HX provided the *Lef1^F/F^* mice, MS supervised the microarray experiments, EB performed bioinformatics analysis, BK designed and performed experiments, interpreted data, and wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This study was supported, in part, by funding from NIAID (R21 AI119894, R21 AI096530 and R01 AI079213) to BK, and (P30 CA014599) to the University of Chicago Comprehensive Cancer Center.

## Conflict of Interest

BK is on the Scientific Advisory Board for Century Therapeutics.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

The reviewer PN declared a shared affiliation, with no collaboration, with the author MS to the handling editor at the time of review.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

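The deposited table gives gene expression by RNA-sequencing in 15 leukemia lines, 8 DKO and 7 *E2a-/-*, with 1 library per line. Genotypes were taken from the sample labels, and no line was moved between groups or left out of the main results. The labels name no batch, and line numbers are not shared between the groups, so no pairing was used. From the paper's methods, reads from a NextSeq instrument were trimmed with Trimmomatic, aligned with TopHat, counted per gene with htseq-count and scaled with edgeR. The deposited values are in CPM, computed by the authors from the number of reads assigned to genes in each line, without a further factor between libraries. The values of a line sum to between 996984 and 999289, so the table leaves out genes with few reads, and the rule by which genes were left out is not stated in the paper's text. Each value was divided by the lowest value above 0 of its line, and 100% of the values came out as whole numbers in each of the 15 lines. These whole reads were used only for the count tests listed below.

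The table lists 12545 genes, of which 12172 have a symbol in the annotation used here. Its coordinates are those of another assembly than GRCm38, which the methods name as mm10. Only 190 of the 12172 genes start within 1 bp of their GRCm38 position, while 12157 are on the same chromosome. Positions are therefore given as the table lists them. The 1295 rows of Table S3 that could be read hold the same CPM values as the deposited table.

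Reads on the listed genes numbered 4847970 to 21681586 per line. The smallest amount that 3 reads give is 0.138 CPM in the deepest line and 0.618 CPM in DKO79.9, the shallowest, and values under that amount are not told apart from 0. The 10 genes with the most reads took 4.56% to 6.20% of the values of a line. Intervals cover counting error only, since reads without molecular identifiers are not independent molecules.

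For the comparison of DKO with *E2a-/-* lines, limma (version 3.58.1, R version 4.3.3) was fitted to log2(CPM + 1) with a trend of the variance, with 2-sided tests and Benjamini-Hochberg adjustment over the 12545 genes, at the paper's threshold of 0.01 and without a minimum fold change. For the 22 genes that the paper names and whose mRNA is listed, and for scores and means over gene sets, exact permutation tests over all splits of the lines into 8 and 7 were run in Python (version 3.11.15, numpy version 2.4.6). The named genes are those 22, and, by a rule written before the data were examined, up to 5 genes in each direction with the largest fold change among genes with an adjusted p under 0.01 and groups that do not overlap. Principal components were computed on centred log2(CPM + 1) values of all listed genes. Expression per chromosome is the median, over genes with a mean of at least 5 CPM, of log2(CPM + 1) minus the median of the gene over the lines, minus the same median over autosomal genes. Use of T cell receptor V genes is the share of reads on *Trbv* genes taken by the highest one, with 95% Wilson intervals.

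The alternatives were pseudocounts of 0.1 and 2, a minimum mean of 1 CPM, a fit without a trend, array weights, median-of-ratios and upper-quartile scaling, an adjusted p under 0.05, a minimum log2 fold change of 1, each line left out in turn, and, on the recovered reads, edgeR's quasi-likelihood and likelihood ratio tests (version 4.0.16) and DESeq2 (version 1.42.0). A likelihood ratio test with common, trended and tagwise dispersions, with and without TMM factors, and a fit with SKO156.6 and SKO186.5 averaged were added after seeing the data. The likelihood ratio statistics of the former test differed from those of Table S3 by factors of 0.982 to 1.02 over the rows compared, with a median of 1.00.

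The tests were tested on simulated data of the size of the table. For the tests of genes, reads were drawn independently for each gene and line, with the spread estimated per gene. The changed genes were taken only from those with a mean of at least 5 CPM. Recovery of lower genes was thus not simulated, and false calls from lines that differ in many genes together were not either. With 200 of 12545 genes changed 4-fold, limma recovered 82.0% with 4 false calls, the quasi-likelihood test 81.5% with 1, the likelihood ratio test 89.5% with 6, the likelihood ratio test with tagwise dispersions 88.0% with 8 and DESeq2 91.5% with 10. A chromosome raised by 0.58 on the log2 scale came out at 0.54, and no other chromosome moved by more than 0.034. With no difference simulated, 4.7% of exact permutation p values were under 0.05. Of the paper's other experiments, the microarrays, flow cytometry, western blots, karyotypes and qRT-PCR were not analysed here, and pathway enrichment was not recomputed because no gene sets were available. Results for some of the genes and gene lists that were examined are not reported here.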

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

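The tests of SKO132 and of DKO79.9 in this part were chosen only after the result was seen, and the test of chromosomes was written before. In each group of 8 or 7 lines, the gap of the line farthest from the others, relative to the range, was compared with Dixon's 95% critical value, which chance passes in about 1 of 20 comparisons. Here 27 comparisons passed, where chance gives about 5.1, and 16 of the 27 concern chromosomes.

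SKO132, of the *E2a-/-* lines, was far below the others for *Lef1* at 59.0 CPM (others 668 to 1558), for *Notch1* at 31.3 CPM (others 1091 to 2266) and for *Nrarp*, listed at 0 (others 15.6 to 51.8). It was above them for *Hoxa13* at 0.99 CPM and for ENSMUSG00000048107 at 10.3 CPM. It also had the lowest median correlation with the other lines. Low depth does not account for this, since 5 lines have fewer reads than SKO132. An exchanged label could not be judged from correlation. The median rho of SKO132 with DKO lines exceeded that with the other *E2a-/-* lines by 0.00713, but that of SKO156.6 did by 0.00779, so correlation does not single out a line. Of the 16 genes other than *Lef1* that limma called without SKO132, SKO132 was nearer to the mean of the other *E2a-/-* lines for 6, *Poll* and *Prkch* among them, and nearer to that of the DKO lines for 10. These 16 genes were chosen on the other lines, without the values of SKO132. They went both ways, so they do not decide the label. DKO lines had *Notch1* at 830 to 2200 CPM and *Nrarp* at 6.28 to 60.6 CPM. SKO132 lay below both groups for *Notch1* and *Nrarp*, so an exchanged label alone would not give these values. For the same reason they cannot tell which label is right. For *Lef1* and the 16 genes an exchanged label is left open, and the genotype cannot be read from 1 value per gene. RNA from other cells could not be judged, since only 6 of 17 listed marker genes are in the table, and SKO132 was highest for 0 of these 6. A candidate explanation is lower Notch activity in this line, as SKO132 was the lowest of the 15 lines for 6 of the 8 listed Notch target genes, some of which had been seen before. The paper describes *Lef1* as a target of the Notch pathway in these cells. The values of *Thy1*, *Bcl11b* and *Tcf7*, the first 2 chosen after their values were seen, go against dilution by RNA of cells without T-lineage genes. In SKO132 the lowest of the 3 was at 88.2% of the median of the other *E2a-/-* lines, and *Notch1* at 1.70%. RNA of other T cells would thus have to make up nearly all of the library, and only that case is left open.

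DKO79.9 had 4847970 reads, where the other DKO lines had 15654332 to 21377352. Its score on PC1 was 28.7, where the others ranged from -38.8 to -9.89. Group differences that rest on this line would shrink without it, but 10 genes were called without DKO79.9 against 6 with it, so the number did not shrink without the shallowest line. Whether its depth moved its score on PC1 was not tested, and no biological explanation was tested.

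SKO95 was below the other *E2a-/-* lines for *Tcf7* at 799.8 CPM (others 1972 to 2282), *Cdkn1a* at 3.13 CPM (others 16.3 to 40.4) and *Rasgrp1* at 10.3 CPM (others 63.8 to 231). These 3 genes are higher in DKO lines, with log2 fold changes of 0.66, 2.41 and 2.00, and without SKO95 these were 0.46, 2.05 and 1.47. DKO170.2 had *Poll* at 0.83 CPM, where the other DKO lines were at 0.19 CPM or lower, which is a difference of few reads. No explanation was tested for these values.

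For chromosomes, the value is the median over genes of log2(CPM + 1) relative to the other lines and to the autosomes. DKO241 was at 0.41 for chromosome 5 and 0.47 for chromosome 11, DKO548 at 0.26 for chromosome 1 and 0.20 for chromosome 14, and SKO163.5 at 0.31 for chromosome 6. Of the genes of chromosomes 5 and 11, 88.3% and 88.4% lay on that side in DKO241, as did 77.7% and 69.0% of those of chromosomes 1 and 14 in DKO548, and 81.1% of those of chromosome 6 in SKO163.5. A median lies on the side of most genes by construction. The 11 shifts under 0.12 in size, given below, had shares of only 51.9% to 64.7%. The shares of chromosomes 5 and 11 in DKO241, 6 in SKO163.5 and 1 in DKO548 lie well above these. They argue against a few genes as the source of those shifts. The share of chromosome 14 in DKO548 lies close to those of the small shifts. Whether a part of a chromosome gives the shift was not tested. Gains of chromosomes in these lines are a hypothesis that was not tested. A simulated rise of 0.58 came out at 0.54, and other chromosomes moved by up to 0.034 in that simulation. The karyotypes of the paper could not be matched to these lines here. The other 11 are under 0.12 in size. SKO132 was at -0.033 for chromosome 1, 0.030 for chromosome 3, -0.025 for chromosome 7 and -0.019 for chromosome 10, SKO95 at 0.093 for chromosome 4, SKO186.5 at 0.024 for chromosome 9, and SKO163.5 at -0.059 for chromosome 19. DKO548 was at -0.11 for chromosome 8 and -0.078 for chromosome 15, and DKO170.2 at -0.070 for chromosome 16 and -0.091 for chromosome X. Most other lines are near 0 by the way the measure is centred, so that small shifts pass, and no explanation was tested for them.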

How the results depend on the processing

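The alternatives were fixed before the data were examined, except the likelihood ratio test with tagwise dispersions, the fit with SKO156.6 and SKO186.5 averaged, the components of the genes called by that test, the set of Table S1 without *Cdkn1a*, and leaving out single lines for the similarity of lines and the Table S1 genes, which were chosen after seeing the data. The main count was 6 genes (3 higher and 3 lower in DKO lines). It was 4 with a pseudocount of 0.1, 7 with a pseudocount of 2 or upper-quartile scaling, and 6 with median-of-ratios scaling, with a mean of at least 1 CPM, without a trend, with a minimum log2 fold change of 1 and with the pair of lines averaged. Array weights gave 29 genes (16 higher, 13 lower), an adjusted p under 0.05 gave 19 (10 higher, 9 lower), the quasi-likelihood test 1 (1 higher, 0 lower, with 1359 genes at an unadjusted p under 0.05), the likelihood ratio test 84 (40 higher, 44 lower) and DESeq2 177 (82 higher, 95 lower). The likelihood ratio test with tagwise dispersions gave 158 (69 higher, 89 lower) and 155 without TMM factors (65 higher, 90 lower). All 6 genes were among those called by each of these tests except the quasi-likelihood test, which called 1 of them, and the fit with a pseudocount of 0.1, which called 4. From 3 to 17 genes were called across the 15 fits that each left out one line. The median log2 fold change of all genes stayed within 0.03 of 0 in every setting, since the lowest was -0.026 and the highest 0.0086. The cause of the differences between the tests was not tested. In simulated data with 200 genes changed 4-fold, limma called 82.0% of them and DESeq2 91.5%. Those genes were taken from genes with a mean of at least 5 CPM, whereas 69 of the 158 tagwise calls have a lower mean. The simulated shares therefore do not carry over to such genes.

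Of 779 values for the 26 named genes under alternatives, 671 kept direction and side of the threshold, 23 were weaker, 33 stronger and 52 reversed. The reversals concern 8 genes, none of which had an adjusted p under 0.01 in any setting. *Notch1*, at 0.47 in limma, was -0.11 with the quasi-likelihood test, the likelihood ratio test and the tagwise test, -0.12 with DESeq2 and -0.13 with the tagwise test without TMM factors, and from -0.35 to 0.68 with single lines left out. *Nrarp*, at 0.19, was -0.53 with array weights, -0.13 with the quasi-likelihood, likelihood ratio and tagwise tests, -0.14 with DESeq2 and without TMM factors, and from -0.49 to 0.46 with lines left out. *Cd4*, at 0.16, was -0.69 with array weights, -0.34 with the quasi-likelihood, likelihood ratio and tagwise tests, -0.35 with DESeq2 and -0.37 without TMM factors, and from -0.23 to 0.58 with lines left out. *Cd8b1*, at 0.04, was -0.049 with a pseudocount of 2, -0.18 with array weights, -0.15 with the quasi-likelihood, likelihood ratio and tagwise tests, -0.17 with DESeq2 and without TMM factors, and from -0.57 to 0.47 with lines left out. *Id3*, at 0.19, was -0.058 with the pair of lines averaged and from -0.20 to 0.75 with lines left out. With lines left out, *Kit* ranged from -0.50 to 0.62, *Sgk1* from -0.81 to 0.10 and *Tcf3* from -0.13 to 0.0092. The cause of these reversals was not tested. *Prkch* kept an adjusted p under 0.01 under every alternative, and *Lef1*, *Tcf7* and the 8 genes of the MCT and Hedgehog pathways kept their direction under every alternative.

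On all genes PC1 had an exact permutation p of 0.0645 for the difference between the groups and PC3 one of 0.000932. On the 500 most variable genes the p was 0.0202 for PC1, 0.0444 for PC2 and 0.148 for PC3, and with genes scaled to unit variance it was 0.131 for PC3. With a pseudocount of 0.1 it was 0.0379 for PC1. On the genes called by limma it was 0.000155 for PC1 and 0.899 for PC3, and on those called by the tagwise test 0.000155 for PC1 and 0.425 for PC3. 0.000155 is the smallest value that permutations of these lines can give, and it is reached by construction on genes chosen for their difference. With lines left out in turn, p ranged from 0.00833 to 0.285 for PC1, from 0.0316 to 0.95 for PC2 and from 0.000333 to 0.407 for PC3. The similarity within groups exceeded that between groups by 0.00481 to 0.0137 with lines left out, with exact permutation p from 0.00291 to 0.0593. The difference of the Table S1 genes that fell was -0.014 with a pseudocount of 0.1 and ranged from -0.15 to 0.20 with lines left out. For those that rose it ranged from 1.06 to 1.49 with lines left out, where 2 of the fits had a p over 0.05, and it was 1.13 without *Cdkn1a* (exact permutation p = 0.0592). The number of named genes with an adjusted exact permutation p under 0.05 was 9 on the log2 scale, on the linear scale and with a pseudocount of 0.1. For chromosomes the count was 0 in all 4 settings, with 1 chromosome at an unadjusted p under 0.05 in the main setting and 4 with a mean of at least 20 CPM. The lowest exact permutation p was 0.0491 in the main setting (0.755 adjusted). With the mean over genes in place of the median it was 0.00311 (0.0622 adjusted). The causes of these changes were not tested. Depth limits the low genes, since 3 reads amount to 0.618 CPM in DKO79.9, so that values of *Poll* in DKO lines are mostly under what the depth can show.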

Differences from the paper's values

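The paper reports 89 genes decreased and 70 increased in DKO lines, and limma on log2(CPM + 1) gave 3 lower and 3 higher. Of the 27 alternatives set before the data were examined, DESeq2 on the recovered reads gave numbers within 1.5 times the paper's, 95 lower and 82 higher, and the other 26 did not, edgeR's likelihood ratio test with 44 and 40 being next. The likelihood ratio test with tagwise dispersions, chosen after seeing the values, gave 89 lower and 69 higher, and 90 lower and 65 higher without TMM factors. The paper's methods name edgeR but not the test or the dispersions, and Table S3 lists likelihood ratio statistics. Those of the tagwise test differed from them by factors of 0.982 to 1.02 over the rows compared. Log2 fold changes differed by at most 0.000813 over 1295 rows. The 19 of these rows with an adjusted p under 0.01 in Table S3 were also called by the tagwise test. For the rows shown that test thus gave nearly the paper's values, and the gap between limma and the paper goes with the test applied.

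Fig. 7A labels PC1 with about 46% of the variance, read by eye, where all genes gave 20.0%. None of the 20 alternatives set before the data were examined came within 1.5 times of that value, and the genes called by limma gave 86.5%. On the genes called by the likelihood ratio test with tagwise dispersions, chosen after seeing the values, PC1 held 45.0%. For PC3 the figure gives about 8.2% (Fig. 7A, read by eye) against 12.6% here. A pseudocount of 0.1 gave 12.2% and genes scaled to unit variance 11.0%, both within 1.5 times, and the other 18 alternatives set before the data were examined did not reach it. On the genes called by the tagwise test, chosen after seeing the values, it was 8.90%.

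In Table S3 the paper's log2 fold change of *Cd44* is 0.936 in DKO lines, and limma gave 0.22 with a standard error of 0.33. The quasi-likelihood and likelihood ratio tests and DESeq2, all set before the data were examined, gave 0.94, 0.93 and 0.92, and the likelihood ratio test with tagwise dispersions, chosen after seeing the values, 0.94, or 0.91 without TMM factors. The limma alternatives gave at most 0.56, with a pseudocount of 0.1, and leaving out one line gave 0.034 to 0.35. The gene is read at under 3 CPM in every line.

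The paper names *Lef1*, *Fabp5*, *Pla2g12a*, *Syk*, *Hoxa13*, *Axin2*, *Cdkn1a* and *Rasgrp1* among genes that differ at an adjusted p under 0.01, and none of these passed in limma, where their adjusted p ranged from 0.0257 to 0.368. DESeq2 called 6 of the 8 pathway genes, not *Fabp5* (0.0197) and *Rasgrp1* (0.0143), edgeR's likelihood ratio test called *Pla2g12a*, *Axin2*, *Cdkn1a* and *Prkch*, and both called *Lef1*. The likelihood ratio test with tagwise dispersions, chosen after seeing the values, called all 8 and *Lef1*. Array weights called *Lef1* (0.00166) and *Pla2g12a* (0.00413), leaving out SKO132 called *Lef1*, and leaving out DKO79.9 called *Pla2g12a* (0.00202) and leaving out SKO95 called *Cdkn1a* (0.00730). At an adjusted p under 0.05 limma called *Pla2g12a* and *Cdkn1a*. With *Syk* and *Rasgrp1* tested one by one on the linear scale, as in Fig. 7E, F, the exact permutation p was 0.0443 and 0.00591.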

Other observations

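All tests of this part were chosen only after the result was seen, except those of limma's calls against other splits, calls that rest on single lines, the count over all windows of 16 genes, chromosome 3, a library deposited under 2 names, and p53 and Wnt target genes.

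Among 100 splits of the 15 lines into 8 and 7, the real one included, 2 gave at least as many genes as limma's 6, and 4 as many at an unadjusted p under 0.05. Of the other 99 splits 1 gave any call, so a grouping of the lines by chance does not account for the number. With the likelihood ratio test with tagwise dispersions, 2 of 100 gave at least 158 genes. There, however, 92 of the 99 other splits gave at least 1 gene, with a median of 13, and 37 gave at least 20. The one other split as large was the same for both tests. It exchanges DKO79.9 for SKO95 and gave 6 genes with limma and 224 with the tagwise test. Calls of the tagwise test may rest on single lines, as 72 of the 158 genes were called in every fit that left out one line. The number ranged from 110 to 308 across these fits. Of the 158 genes 3 are on chromosomes X or Y. *Xist* is high in 2 of the 8 DKO and 4 of the 7 *E2a-/-* lines, so sex alone does not give the calls of the 17 genes whose groups do not overlap (chance gives 0.0311% of genes). For the others effects of sex on autosomal genes were not tested, and the calls cannot be told apart from them.

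*Pla2g12a* is near *Lef1* on chromosome 3. Of 16 genes within 2000000 bp of *Lef1*, 3 (*Pla2g12a*, *Casp6* and *Mcub*, the latter 2 named after their values were seen) had an unadjusted p under 0.01, and all 3 were higher in DKO lines, with log2 fold changes of 1.56, 1.01 and 2.51. Of 11814 windows of 16 genes, 2.22% held as many. *Pla2g12a*, one of the 3, had been named by the paper, and of windows with at least 1 such gene 5.71% held as many, so chance position may account for the 3. Reads shared between overlapping genes do not, because the genes lie at least 856 bp apart. Another candidate explanation is the floxed allele or sequence around it, which DKO lines carry, and a further one is the level of LEF1. In SKO132, the *E2a-/-* line with the lowest *Lef1*, 0 of the 3 genes were at the top of the *E2a-/-* lines. With a single such line the explanations cannot be told apart. The labels give 1 strain for all lines, and strain variants around the allele were not tested. On chromosome 3 as a whole 11 of 570 genes had an unadjusted p under 0.001 (exact hypergeometric p = 0.00458, 0.0870 after Benjamini-Hochberg adjustment over 19 autosomes), and 5 of 100 splits gave some autosome an excess as large, so that chance may account for it.

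For *Cdkn1a*, 13 of 14 listed p53 target genes are in the table. Their mean was higher in DKO lines by 0.29 on the log2 scale, and 11 of the 13 had a higher mean there, but the difference of the list was not past p under 0.05 (exact permutation p = 0.201). For *Axin2*, only 6 of 10 listed Wnt target genes are in the table, too few for a test of the list, and their mean was higher by 0.61 (exact permutation p = 0.191).

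SKO156.6 and SKO186.5 had the highest correlation of all pairs, 0.987. A library deposited under 2 names would give a chi-square per degree of freedom near 1, and it was 55.99. The lines share *Trbv26* as their top *Trbv* gene, at 61.6% (95% Wilson interval 59.2 to 64.0) and 81.0% (79.5 to 82.4) of *Trbv* reads. A common origin of the lines may explain the similarity, but 11.5% of the other pairs also share their top gene, so the test cannot tell. Averaging the 2 lines left 6 genes called. Over all lines the top *Trbv* gene took from 42.5% of *Trbv* reads in DKO102.4 to 99.7% in DKO241, and 10 *Trbv* genes are listed.

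No chromosome differed between the groups, with 0 at an adjusted p under 0.05 and 1 at an unadjusted p under 0.05 (chromosome 11, exact permutation p = 0.0491, difference 0.10, with DKO241 at 0.47). With the mean over genes in place of the median, the lowest exact permutation p of a chromosome was 0.00311 (0.0622 adjusted). Chromosome 14 was at 0.48 in both SKO132 and SKO137.1, and 2 lines with the same shift are not singled out by Dixon's test. The largest other shifts that did not pass were chromosome 6 at 0.23 in DKO548 and 0.16 in DKOTu3, and chromosome 7 at 0.16 in DKO79.9 and -0.14 in DKO548. Smaller ones included chromosome 17 at 0.13 and chromosome 18 at -0.12 in DKO170.2. Chromosome 15 was between -0.078 and 0.052 in every line, and a gain shared by all lines cannot be seen on a relative measure.

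*Myc* mRNA was at 404 ± 86.6 CPM (SD, n = 8) in DKO and 342 ± 51.1 CPM (SD, n = 7) in *E2a-/-* lines (log2 fold change 0.23, exact permutation p = 0.127). *Notch1* was at 1380 ± 403 and 1506 ± 780 CPM (exact permutation p = 0.878) in the same groups. *Cd4*, *Cd8a*, *Cd8b1*, *Il2ra*, *Cd44* and *Kit* did not differ at p under 0.05, with exact permutation p from 0.116 for *Il2ra* (675 ± 695 and 244 ± 300 CPM, n = 8 and 7) to 0.967 for *Cd8b1*. *Xist* was at 1793 CPM or higher in DKO713, DKO79.9, SKO137.1, SKO156.6, SKO163.5 and SKO186.5, and at 1.34 CPM or lower in the other 9 lines. Of these 9, SKO132 had *Ddx3y*, *Eif2s3y* and *Kdm5d* at 0.72 CPM or lower, and SKO95 had *Ddx3y* at 0, *Eif2s3y* at 50.0 and *Kdm5d* at 51.2 CPM. *Ikzf1* was at 2.98 CPM in DKO102.4, 0.13 in DKO170.2 and 3.86 in SKO132, against 80.6 to 1257 CPM in the other lines. *Ikzf1* was chosen after its values were seen, and no explanation was tested for it.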
